A study of Mus musculus with 22 samples. Its data were reported in "Ts66Yah, a mouse model of Down syndrome with improved construct and face validity" (2022).

How the data were processed

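RNA-Seq was performed on the hippocampus and entorhinal cortex of 11 male mice, 5 wt and 6 Ts66Yah, giving 22 libraries. Groups, replicate numbers and animal numbers were taken from the sample labels. According to the study's methods, libraries were sequenced as single-end reads on an Illumina HiSeq, reads were mapped with Hisat2 to GRCm38 and assigned to genes of Ensembl release 99 with HTSeq-count; versions of those tools, the treatment of multi-mapping reads and the strand setting of the counting are not stated in them. The labels describe a poly(A) selection, whereas the study's methods name both a kit with ribosomal RNA depletion and polyadenylated RNA as the extracted molecules; this was left open.

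The authors deposited a table of raw counts per gene for the 22 libraries, in which each value is a whole number of reads and no row lacks a gene; every column was mapped to a sample by its label, and the number of unmapped columns was 0. In addition, the authors deposited for each region a table of DESeq2 results, with a mean normalized signal per gene (base mean), a log2 fold change and its standard error on the log2 scale, a Wald score, and a p-value with its adjusted p-value. These tables hold no values per library, although their names speak of normalization. The base means of both regions were identical for all 35346 genes, so that all 22 libraries were normalized together. The authors also deposited FCROS tables of the called genes, with a ratio of normalized counts, rank scores, and a p-value per gene, together with the DESeq2 columns. The column of signed fold changes in these FCROS tables, deposited by the authors, is 2 raised to the power of another of their columns, a linear ratio averaged over pairs of libraries, for all 1902 and 2221 genes; it reaches 8.88e+13 in the hippocampus, where that ratio reaches 46.3, and was not used as a fold change.

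Gene symbols, coordinates and biotypes came from GENCODE M21, on the same build (GRCm38) but an earlier annotation than the one used for counting; 55144 of the 55385 gene identifiers matched. The triplicated segment was defined from Mir155 to the end of Mmu16 and the centromeric Mmu17 region from the chromosome start to the end of Pde10a. Whether counting used strand is unknown, so for most of the genes described singly an overlapping gene on either strand or a near-identical copy is mentioned.

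The main test was edgeR 4.0.16 (R 4.3.3) with TMM factors, filterByExpr and the quasi-likelihood test, fitted within each region with genotype as the only term, on the counts as deposited. P-values were adjusted by Benjamini-Hochberg over the tested genes, with a threshold of 0.05. CPM values are scaled by TMM, and log2 CPM used a prior count of 2. Departure from the 1.5-fold dosage was tested by adding the log of 1.5 to the offsets of the Ts66Yah libraries for segment genes and adjusting over those genes. This test was first fitted on the segment genes alone and was refitted over all genes after its first result had been seen; the numbers of departing genes, 6 in the hippocampus and 1 in the entorhinal cortex, and the genes themselves did not change. Segment medians were compared by an exact permutation test over all 462 splits of the animals. Gene lists for interferon response, choroid plexus, meninges, oligodendrocytes, microglia, erythroid cells, striatum and activity-regulated genes were tested with camera and fry (limma 3.58.1). The interaction of genotype and region was tested over all 22 libraries with 4 group means, and the regions were compared in the 10 wt libraries of 5 mice. Genes named in the text follow a rule: the genes that the study names, and in each region the 3 inside and the 5 outside the segment with the largest absolute log2 fold change among those past the threshold with a mean of at least 1 CPM and no overlap between genotypes; in the EC only 4 genes outside the segment met it. The tests, lists, naming rule and most alternatives were fixed before the data were examined.

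Alternatives were DESeq2 1.42.0, limma voom, RLE factors, no filter on low counts, a filter of at least 1 CPM in at least 5 libraries, all 22 libraries in one fit, the replicate number or the range of animal numbers as a block, and leaving out each library or animal in turn. For the block by range of animal numbers, wt replicate 1 fell in neither range and was left out. A GC correction (a lowess trend over 50 bins of GC content, removed from each library), DESeq2 size factors for the medians and the removal of genes that share sequence with the segment were added after the data had been seen. FCROS was recomputed from the counts with DESeq2 size factors over all libraries; the recomputed rank scores matched the deposited ones to within 9.99e-16, and all 1902 and 2221 deposited genes were called again. Transcripts of genes outside the segment were aligned to those of the segment with blastn 2.17.0, requiring 90% identity over 80% of the transcript. The search covered only the sense strand of annotated transcripts.

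Samples were paired across regions because the labels give both libraries of one animal: deviations from the group means correlated across genes with r from 0.182 to 0.602 in the 11 animals, genes not being independent replicates. Each other split of the animals was drawn once, up to 100 including the real one. The edgeR procedure was tested on simulated data for 18452 genes with 200 genes changed 2-fold: 199 of the 200 (99.5%) were called, with 9 calls among the unchanged genes and 0 calls when no gene was changed. Of 100 genes simulated at 1.5-fold 3 departed from that dosage, and of 100 unchanged genes 98 did. All of these genes were drawn from those above a minimum expected count. Every simulated gene had the same biological coefficient of variation, 0.15. The shares found therefore do not carry over to genes with low counts or a larger spread.

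Totals of 25.9 to 50.1 M counts per library set the depth. A floor of 3 counts corresponds to 0.116 CPM in the smallest and 0.0599 CPM in the largest library. These figures cover counting error only.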

Results

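RNA-Seq read counts were analysed from the hippocampus (HIP) and the entorhinal cortex (EC) of adult male Ts66Yah mice and their wild-type (wt) littermates. Ts66Yah is a mouse model of Down syndrome that carries a freely segregating minichromosome, so that the distal part of mouse chromosome 16 (Mmu16), homologous to human chromosome 21, is present in an additional copy, whereas the centromeric part of Mmu17 carried by the parental Ts65Dn minichromosome was removed. The series held 22 libraries from 11 animals: 5 wt and 6 Ts66Yah mice, each giving a HIP library and an EC library. The total count per library ranged from 25.9 to 50.1 M, with a median of 34.7 M. The median was 34.6 M in wt HIP, 36.7 M in Ts66Yah HIP, 34.1 M in wt EC and 33.5 M in Ts66Yah EC. The count table listed 55385 genes, of which 38162 had at least 1 count in at least 1 library. Any 2 libraries of a group differed by more than sampling noise, with a chi-square per gene of at least 12.8, so every library was counted as a separate sample.

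The first question was whether the triplicated Mmu16 segment was expressed according to its copy number. The segment was taken from Mir155 to the end of the chromosome (GRCm38, chromosome 16, 84714140 to 98082450) and holds 291 annotated genes, 135 of them protein-coding. For each library, the median over the segment's tested genes of the log2 difference from the wt mean was computed. In the HIP, this median was 0.00 ± 0.02 (SD, n = 5) in wt and 0.58 ± 0.03 (SD, n = 6) in Ts66Yah over 101 genes. The difference of 0.58 on the log2 scale, or 1.496-fold, had a two-sided exact permutation p of 0.00217 over the 462 splits of the animals (0.00433 after Benjamini-Hochberg adjustment over 4 tests). In the EC, the median was -0.01 ± 0.02 (SD, n = 5) in wt and 0.57 ± 0.03 (SD, n = 6) in Ts66Yah over 93 genes, a difference of 0.58 or 1.49-fold, with the same exact permutation p of 0.00217. This p is the smallest that these splits can give with both tails. All 6 Ts66Yah libraries of each region lay above all 5 wt libraries, from 0.541 to 0.614 in the HIP and from 0.536 to 0.611 in the EC. The alternative that moved the value most, keeping only genes with at least 1 CPM in at least 5 libraries, gave 0.60 in the EC.

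**Figure D1:**
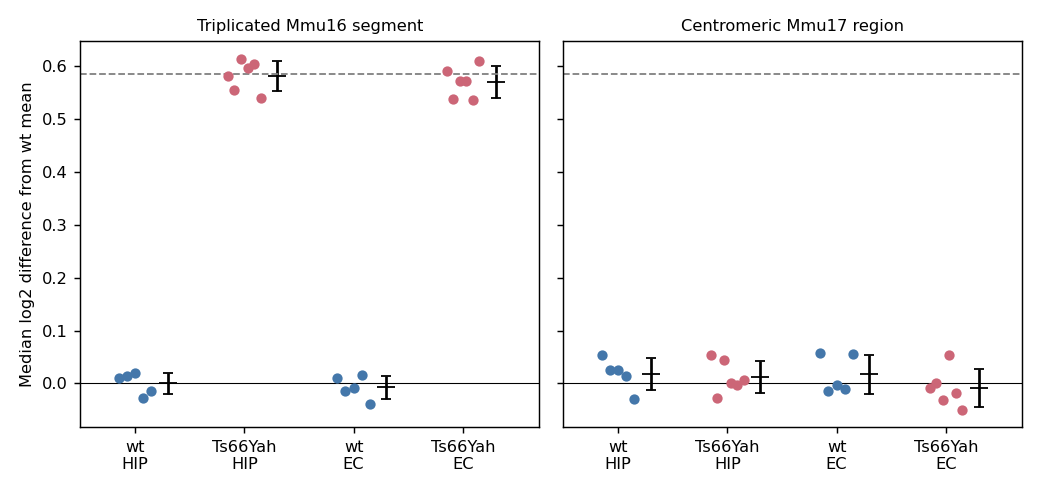
Median log2 difference from the wt mean over the tested genes of the triplicated Mmu16 segment (left) and of the centromeric Mmu17 region (right). Each point is a library, black bars give the mean and SD of 5 wt or 6 Ts66Yah libraries, and the dashed line marks 1.5-fold; Ts66Yah libraries lie between 0.536 and 0.614 on the left and overlap the wt libraries on the right.

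Single genes of the segment were then tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes. In the HIP, 58 of the 101 tested segment genes (57.4%) were called higher in Ts66Yah at an adjusted p-value under 0.05 and none lower. A positive log2 fold change was found for 95 of them, and the median fold change was 1.501. In the EC, 45 of 93 (48.4%) were called higher and none lower, 90 had a positive log2 fold change, and the median fold change was 1.49. Calls followed the expression level. In the HIP, 50 of the 59 segment genes with a mean of at least 10 CPM were called, against 1 of the 21 with a mean under 1 CPM; in the EC the counts were 40 of 55 and 0 of 18.

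By the rule for naming genes, 3 genes of the segment are given per region. The non-coding gene 2810407A14Rik (ENSMUSG00000055972, chromosome 16, 87784075 to 87839293) rose from 1.17 ± 0.314 CPM in wt HIP (SD, n = 5) to 2.40 ± 0.480 CPM in Ts66Yah HIP (SD, n = 6), a log2 fold change of 1.06 with a standard error (SE) of 0.21 and an edgeR adjusted p of 0.0304. Only 3 of the 11 fits that each left out one library kept this gene past the threshold in the HIP. In the EC it rose from 1.20 ± 0.166 to 2.39 ± 0.314 CPM, with a log2 fold change of 1.001 (SE 0.15, edgeR adjusted p 0.00677). Urb1 (ENSMUSG00000039929, 90751527 to 90810413) rose from 14.9 ± 0.227 to 25.3 ± 1.85 CPM in the HIP, with a log2 fold change of 0.76 (SE 0.06, edgeR adjusted p 1.22e-05). Kcnj6 (ENSMUSG00000043301, 94748636 to 94997701), which 2 annotated genes overlap on the opposite strand, rose from 46.3 ± 4.23 to 78.1 ± 10.4 CPM in the HIP, with a log2 fold change of 0.76 (SE 0.09, edgeR adjusted p 0.000543). In the EC, Adamts1 (ENSMUSG00000022893, 85793827 to 85803113) rose from 9.99 ± 1.36 to 17.99 ± 2.61 CPM, with a log2 fold change of 0.85 (SE 0.12, edgeR adjusted p 0.00364). C2cd2 (ENSMUSG00000045975, 97855209 to 97962598), whose annotated span overlaps Zbtb21 on the same strand, rose from 12.9 ± 1.43 to 21.97 ± 1.17 CPM in the EC, with a log2 fold change of 0.77 (SE 0.08, edgeR adjusted p 0.000412). With the replicate number as a block, 2810407A14Rik was lost in both regions and Adamts1 in the EC. With the range of animal numbers as a block, 2810407A14Rik was lost in the HIP. Urb1 and Kcnj6 in the HIP and C2cd2 in the EC were kept under both blocks.

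**Figure D2:**
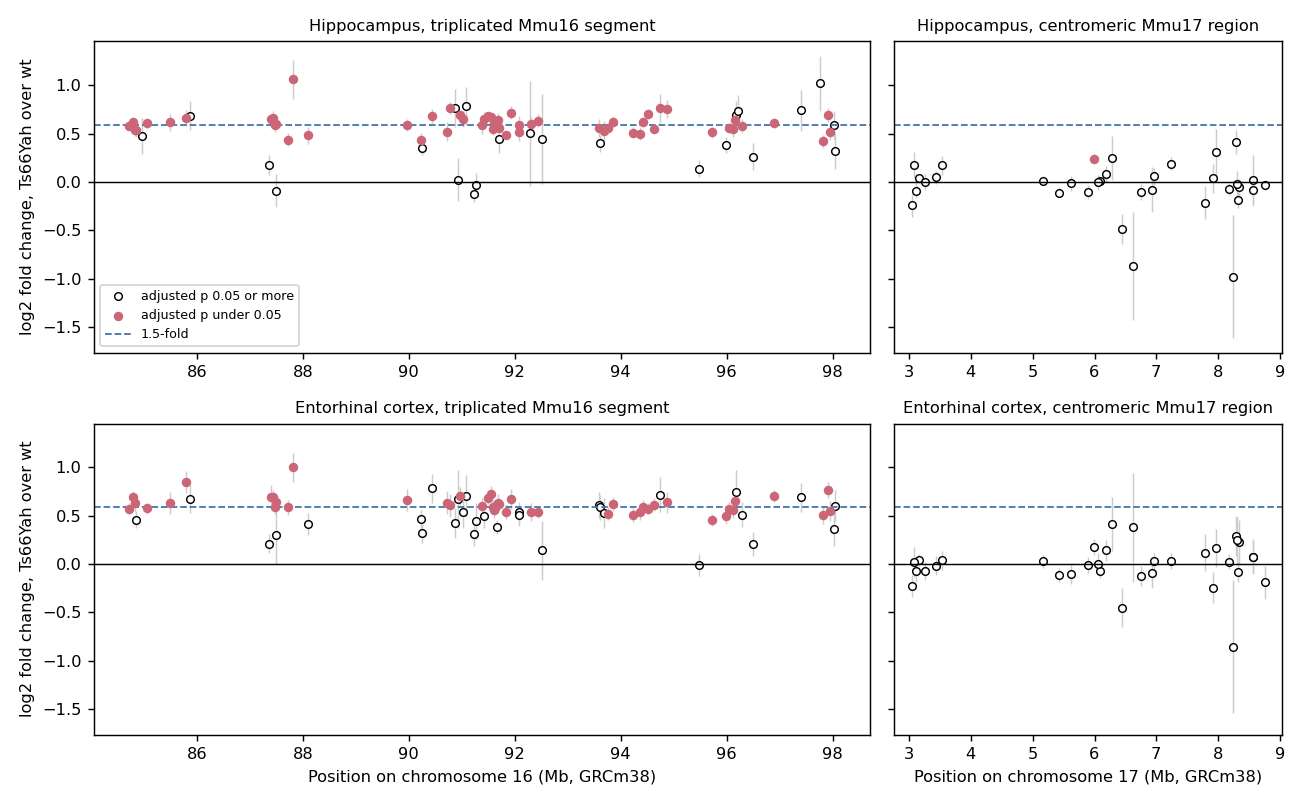
Log2 fold change of Ts66Yah over wt against gene position (Mb) for genes with a mean of at least 1 CPM in the triplicated Mmu16 segment (left) and the centromeric Mmu17 region (right), in the HIP (6 against 5 libraries, top) and the EC (bottom). Points are genes, grey bars are standard errors, filled points have an adjusted p-value under 0.05 and the dashed line marks 1.5-fold; most genes of the segment lie near that line, and Synj2 is the filled point in the Mmu17 region.

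To ask which genes departed from the dosage of 1.5, the same test was run against a 1.5-fold change in place of no change, with adjustment over the segment's genes. In the HIP, 6 of 101 genes departed: 5 below and 1 above. In the EC, 1 of 93 departed, and it lay below. These genes fall outside the naming rule and were chosen after their values were seen. The genes below 1.5-fold in the HIP were Olig2 (log2 fold change -0.13, SE 0.08, edgeR adjusted p against 1.5-fold 4.76e-05), Olig1 (-0.03, SE 0.12, adjusted p 0.00673, overlapping Gm15966 on the other strand), Erg (0.14, SE 0.09, adjusted p 0.00673), N6amt1 (0.17, SE 0.10, adjusted p 0.0285) and B130034C11Rik (-0.09, SE 0.17, adjusted p 0.0285). The gene above 1.5-fold was Gm49227, at a mean of only 0.431 CPM and on the strand opposite to App. In the EC, the departing gene was Erg (log2 fold change -0.01, SE 0.11, edgeR adjusted p 0.00989). For 38 genes in the HIP and 47 in the EC, neither no change nor 1.5-fold could be excluded. With the replicate block the counts fell to 2 in the HIP and 0 in the EC, and leaving out one library gave up to 7 and 3.

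The second question concerned the centromeric Mmu17 region (chromosome 17, 3042024 to 8986648), which has the normal copy number in Ts66Yah mice. In the HIP, the median log2 difference from the wt mean over 42 tested genes was 0.02 ± 0.03 (SD, n = 5) in wt and 0.01 ± 0.03 (SD, n = 6) in Ts66Yah, a difference of -0.005 (0.996-fold, two-sided exact permutation p 0.788). In the EC, the values over 40 genes were 0.02 ± 0.04 (SD, n = 5) and -0.01 ± 0.04 (SD, n = 6), a difference of -0.026 (0.982-fold, exact permutation p 0.236). Both differences were smaller than the spread between libraries, and the sign in the HIP changed when only protein-coding genes were kept (0.013). A single gene of the region was called, Synj2 in the HIP (ENSMUSG00000023805, chromosome 17, 5941280 to 6044290, overlapping Serac1 on the other strand; log2 fold change 0.24, SE 0.05, edgeR adjusted p 0.0350), and 3 of the 11 fits that each left out one library kept it past the threshold. Synj2 was also lost under the replicate block and with all 22 libraries in one fit. At an unadjusted p under 0.05 there were 7 genes of the region in the HIP and 1 in the EC.

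The third question was how far expression changed across the genome. In the HIP, 18452 genes were tested and 109 were called at an adjusted p-value under 0.05, of which 81 were higher and 28 lower in Ts66Yah. The segment held 58 of these calls (53.2%) against 0.547% of the tested genes. Outside the segment there were 51 calls, 23 higher and 28 lower, with a median absolute log2 fold change of 0.388, on 19 chromosomes. This balance of directions varied, from 24 higher and 67 lower without wt replicate 2 to 12 higher and 5 lower with the range of animal numbers as a block. In the EC, 17658 genes were tested and 50 were called, 48 higher and 2 lower. The segment held 45 of them (90%), leaving 5 calls outside it, 3 higher and 2 lower. These directions varied as well. With DESeq2 20 were higher and 29 lower, and with all 22 libraries in one fit 8 were higher and 14 lower. Without a filter on low counts 6 were higher and 3 lower. The common biological coefficient of variation was 0.132 in the HIP and 0.164 in the EC. DESeq2 moved the counts most, to 357 calls in the HIP with 288 outside the segment and to 107 in the EC with 49 outside. The counts outside the segment also rested on single libraries. In the HIP they ranged from 23 without Ts66Yah replicate 6 to 91 without wt replicate 2, and in the EC from 1 without wt replicate 3 to 17 without wt replicate 4.

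The naming rule gave 5 genes outside the segment in the HIP and 4 in the EC. Slc5a5 (ENSMUSG00000000792, chromosome 8, 70882889 to 70892757) rose in the HIP from 10.9 ± 3.57 CPM (SD, n = 5) to 26.1 ± 5.92 CPM (SD, n = 6), with a log2 fold change of 1.27 (SE 0.24, edgeR adjusted p 0.0264), and stayed past the threshold in 5 of the 11 fits that left out one library. Crb1 (ENSMUSG00000063681, chromosome 1, 139197056 to 139377100) rose from 0.904 ± 0.197 to 2.10 ± 0.418 CPM, a log2 fold change of 1.20 (SE 0.19, edgeR adjusted p 0.00568). Smyd1 (ENSMUSG00000055027, chromosome 6, 71213940 to 71322233), which overlaps Krcc1 on the other strand, rose from 1.09 ± 0.257 to 2.35 ± 0.272 CPM, a log2 fold change of 1.11 (SE 0.17, edgeR adjusted p 0.00449). Ecel1 (ENSMUSG00000026247, chromosome 1, 87147655 to 87156521) rose from 1.41 ± 0.171 to 2.64 ± 0.515 CPM, a log2 fold change of 0.91 (SE 0.15, edgeR adjusted p 0.0131). Crb1, Smyd1 and Ecel1 were past the threshold in all 11 of those fits. Slc5a5, Crb1, Smyd1 and Ecel1 were all lost under the replicate block. Slc5a5 and Ecel1 were also lost with the range of animal numbers as a block, and Ecel1 with all 22 libraries in one fit.

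Gm42608 (ENSMUSG00000106651, chromosome 3, 55517569 to 55519586), an unconfirmed transcript inside Dclk1 on the same strand, was called in both regions. It rose in the HIP from 2.11 ± 0.351 CPM (SD, n = 5) to 4.04 ± 0.902 CPM (SD, n = 6), a log2 fold change of 0.94 (SE 0.17, edgeR adjusted p 0.0184), and in the EC from 1.37 ± 0.377 to 3.35 ± 0.686 CPM, a log2 fold change of 1.30 (SE 0.21, adjusted p 0.0119). Of the 11 fits that left out one library, 8 kept Gm42608 in the HIP and 10 in the EC. In the HIP it was also lost under the replicate block with GC correction. Gm11966 (ENSMUSG00000080904, chromosome 11, 5818497 to 5818583) is a processed pseudogene of 87 bases that aligns in full, at 100% identity, to the triplicated gene Atp5j. It rose in the EC from 21.8 ± 4.40 to 37.9 ± 5.00 CPM, a log2 fold change of 0.80 (SE 0.13, edgeR adjusted p 0.0119), and its count is uncertain because reads can be shared with Atp5j. Its call in the EC was lost with the GC correction and with the range of animal numbers as a block. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) fell in the EC from 17.04 ± 3.74 to 10.6 ± 0.913 CPM, a log2 fold change of -0.69 (SE 0.13, edgeR adjusted p 0.0444). Alox8 (ENSMUSG00000020891, chromosome 11, 69183932 to 69197843) rose in the EC from 3.99 ± 0.540 to 6.24 ± 0.682 CPM, a log2 fold change of 0.65 (SE 0.12, edgeR adjusted p 0.0362). Trem2 remained past the threshold in 2 and Alox8 in 3 of the 11 fits that each left out one library. Both genes were lost under the replicate block and with the range of animal numbers as a block, and Trem2 also with limma voom.

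**Figure D3:**
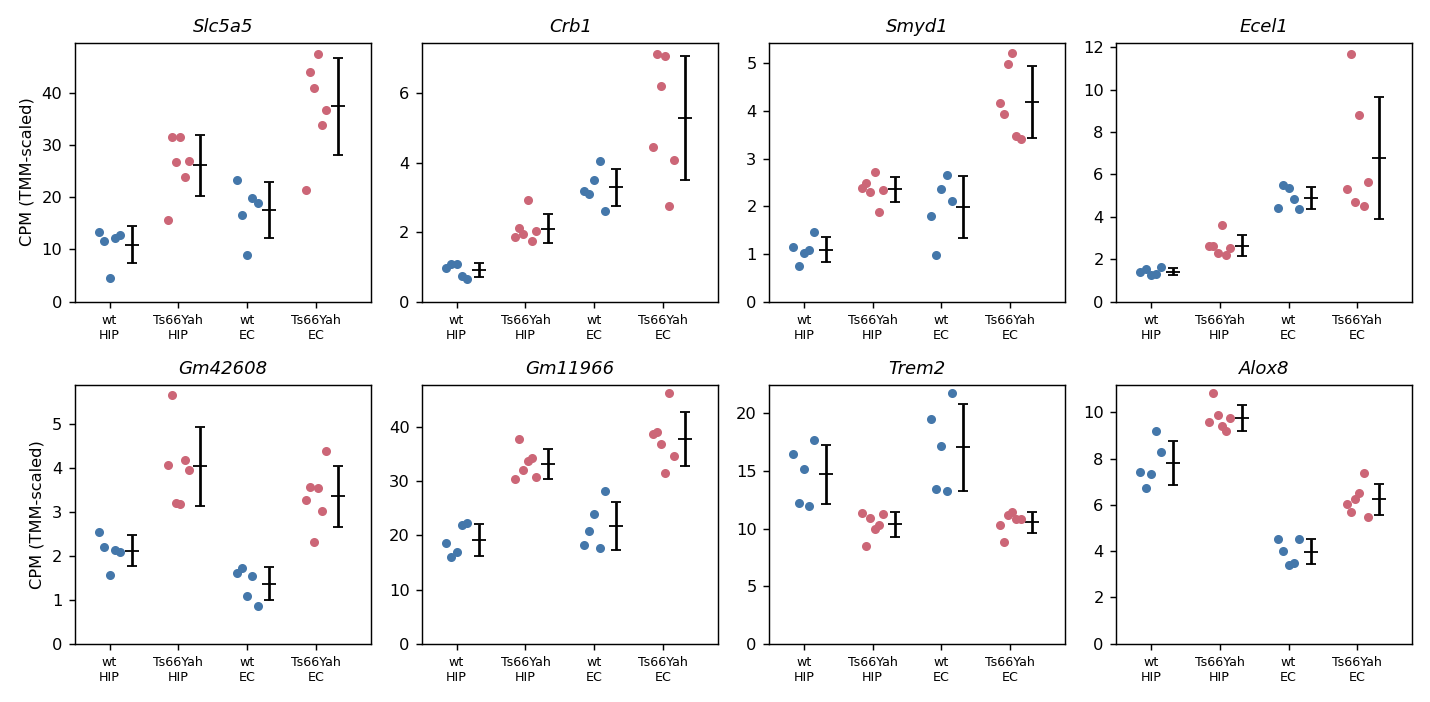
CPM after TMM scaling of 8 genes outside the triplicated segment, by genotype and region. Each point is a library, and black bars give the mean and SD of 5 wt or 6 Ts66Yah libraries; Trem2 is lower and the others are higher on average in Ts66Yah in both regions, and the genotypes overlap for Slc5a5, Crb1 and Ecel1 in the EC and for Alox8 in the HIP.

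The fourth question was whether both regions responded alike. Of the 113 genes called in either region, 46 (40.7%) were called in both, and all 46 changed in the same direction; 44 of them lay in the segment. The other 2 were Gm11966 and Gm42608. Of the 50 HIP calls outside the segment that were also tested in the EC, all 50 had the same direction there and 34 had an unadjusted p under 0.05, with a median log2 fold change of 0.257 in the EC when signed by the direction in the HIP. The same animals gave both regions, so some agreement arises without any genotype effect. Among the 99 other splits of the animals that were drawn, the 50 genes outside the segment with the smallest p in the HIP had the same direction in the EC for a median of 43 genes and at most 50. A test of the genotype effect against the region over all 22 libraries called 0 of 19074 genes. At an unadjusted p under 0.05 there were 388 genes, where 954 would arise by chance under independent, calibrated tests. With the animal as a block, which pairs the HIP and the EC of each mouse, the counts were 0 and 726. For scale, the EC and the HIP of the 5 wt mice differed at 8553 of 17935 tested genes (47.7%), with 4193 higher in the EC and 4360 higher in the HIP.

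Of a list of 30 genes that the study names, 22 were expressed highly enough to be tested in each region. In the HIP, 4 were called over all tested genes. App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766), which 5 annotated genes overlap on the other strand, had a log2 fold change of 0.61 and Dyrk1a (ENSMUSG00000022897, 94570010 to 94695517), which overlaps Gm15971 on the same strand, one of 0.54, both with an edgeR adjusted p of 1.22e-05. Sod1 (ENSMUSG00000022982, 90220754 to 90226329), which overlaps Scaf4 on the other strand, had a log2 fold change of 0.43 (edgeR adjusted p 0.00700), with a near-identical pseudogene, Gm8566, that can take part of its reads. Sod1 was kept in all 11 fits that left out one library. It was lost with the range of animal numbers as a block and under the replicate block with GC correction. Synj2 is given above. In the EC, App (0.57, edgeR adjusted p 0.000198) and Dyrk1a (0.61, adjusted p 0.000412) were called. The study named Synj2 among genes altered in Ts65Dn mice but without differential expression in Ts66Yah, so its call in the HIP differs from the study's. When adjusted over the list alone, 8 genes passed in the HIP and 4 in the EC. The study named part of these genes for changes in the same libraries, so those counts are not independent evidence. In the HIP the additional genes were Ripply3, Sh3bgr, Ripk4 and Npy, and in the EC Sod1 and Ripk4. Ccr6, in the centromeric Mmu17 region, had a log2 fold change of -0.98 in the HIP (edgeR adjusted p 0.590) and -0.85 in the EC (adjusted p 0.939), and Tagap had -0.60 in both (adjusted p 0.350 and 0.875). The study described both genes as downregulated in Ts66Yah. It also measured some genes in the HIP by quantitative reverse transcription PCR, a separate assay. There it reported higher Dyrk1a, Sod1 and Sh3bgr and lower Ccr6 in Ts66Yah mice.

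Lists of genes were tested as sets with camera at a preset correlation of 0.01. The interferon response list had a median log2 fold change of 0.21 over 44 genes in the HIP, with 37 genes higher and a camera p of 4.79e-07, or 7.66e-06 after adjustment over 16 tests of 8 lists in both regions. In the EC the median was 0.29 over 43 genes, with 39 higher and a camera p of 3.96e-06 (adjusted 3.16e-05). A camera p as small as the real one was also given by other splits of the animals, so that 16 of 100 splits in the HIP and 39 of 100 in the EC reached it with the real one included. None of its genes was called singly in either region, and 7 in each had an unadjusted p under 0.05. Per library, the mean log2 difference of the list was 0.00 ± 0.25 (SD, n = 5) in wt HIP and 0.24 ± 0.13 (SD, n = 6) in Ts66Yah HIP (two-sided exact permutation p 0.0693), and 0.00 ± 0.11 (SD, n = 5) against 0.27 ± 0.48 (SD, n = 6) in the EC (exact permutation p 0.260). Without Ts66Yah replicate 4, the median in the EC was 0.07 with a camera p of 0.0601. Camera called 7 of the 16 tests after adjustment, and none of these calls held under fry or with an estimated correlation; for the interferon list the unadjusted p-values were 0.0794 and 0.140 in the HIP and 0.306 and 0.270 in the EC. The other camera calls were the microglia list (median -0.12 in the HIP, adjusted p 0.0363, and -0.14 in the EC, adjusted p 0.00155, with 0 of 12 genes higher in each), the meninges list (0.27 in the HIP, adjusted p 0.0399, and -0.33 in the EC, adjusted p 0.0137) and the activity-regulated list in the EC (0.74, adjusted p 0.00205). The activity-regulated list in the HIP (0.19) and the choroid plexus (-0.20 and 0.06), oligodendrocyte (-0.07 and 0.04), erythroid (0.05 and -0.07) and striatum lists (0.06 and -0.19 in the HIP and the EC) were not called.

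The authors' deposited table of FCROS results, a method that ranks fold changes over all pairs of wt and Ts66Yah libraries, listed 1902 genes in the HIP, 1038 up and 864 down, and 2221 genes in the EC, 1130 up and 1091 down. The triplicated segment held 66 and 84 of them. In the authors' deposited table, a DESeq2 adjusted p-value under 0.05 accompanied 78 of the listed genes in the HIP and 108 in the EC. Both lists shared 418 genes, 77 of them with opposite directions. Of the edgeR calls, the authors' deposited FCROS table held 44 of 109 in the HIP and 50 of 50 in the EC. The authors' deposited DESeq2 tables gave 166 genes in the HIP and 154 in the EC with an adjusted p-value under 0.05, of which 67 and 64 lay in the segment.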

Values the study reported

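The study reported 1902 differentially expressed genes in the Ts66Yah HIP and 2220 in the EC, with 417 genes misregulated in both regions, 72 of which went in opposite senses. Among the 133 protein-coding genes triplicated on Mmu16, it described 90 in the HIP and 66 in the EC as compensated. For 51 genes of the proximal part of Mmu17, it gave mean fold changes of 1.02 in the HIP and 1.01 in the EC.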

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

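The tests in this part were chosen after the results had been seen, except the splits of the animals. For 90 sets of values (a measure in one group of 5 or 6 libraries), the gap between the most extreme library and its nearest neighbour was compared with Dixon's 95% critical value. It was exceeded 12 times, where about 4.5 would arise by chance. For 10 measures the genotype difference was compared between regions within animals by exact permutation, and 0 had a p under 0.05 even before adjustment.

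The interferon response list in the EC stood out in a single library. Its mean log2 difference from wt was 1.21 in Ts66Yah EC replicate 4, while the other 5 Ts66Yah libraries lay between -0.126 and 0.3. The shift was not carried by a few genes, since 37 of the 43 list genes were highest in this library among the 6. Low depth is argued against by its total of 38.42 M counts, the highest of its group. The HIP library of the same animal did not stand apart, with 0.28 in a group from 0.08 to 0.40. A local response in that animal or in that piece of tissue stays open and was not tested, and 16 of 100 splits in the HIP and 39 of 100 in the EC gave a camera p for this list as small as the real one. In wt EC replicate 5 the same list had a mean of 0.193, against -0.098 to -0.015 in the other wt libraries; no explanation was tested for it.

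The striatum list was extreme in 3 groups: wt EC replicate 2 (0.854, others -0.26 to -0.143), Ts66Yah EC replicate 6 (0.384, others -0.338 to -0.122) and Ts66Yah HIP replicate 5 (-0.254, others -0.009 to 0.123). In wt EC replicate 2, 8 of the 10 genes of the list were the highest of the 5 libraries, which is consistent with some striatal tissue having been carried along in dissection; 10 of the 10 listed genes are also expressed at 1 CPM or more in the EC, so a change in their own expression cannot be excluded. The list was not called between genotypes in either region.

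Slc5a5 was at 4.575 CPM in wt HIP replicate 3, against 11.63 to 13.31 CPM in the other wt libraries. An error of that library alone is argued against by the EC library of the same animal, which was also the lowest of its group at 8.934 CPM. Over the 11 animals, the HIP and EC deviations of Slc5a5 from the genotype means correlated with r 0.971. Such a correlation over 0.9 was found for 309 of 19070 genes (1.62%). The level of Slc5a5 thus followed the animal across both regions. What carries that difference, such as a variant of the mixed genetic background, was not tested.

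The remaining values had no explanation tested. The total of wt EC replicate 3 was 43.09 M counts, against 33.21 to 34.7 in the other wt EC libraries. The mitochondrial chromosome took 6.18% of the counts in Ts66Yah EC replicate 5, against 4.15 to 4.69% in the others. In Ts66Yah HIP replicate 4, Crb1 was at 2.911 CPM (others 1.742 to 2.109) and Ecel1 at 3.627 CPM (others 2.177 to 2.621). Adamts1 was at 12.38 CPM in wt EC replicate 4 (others 9.051 to 9.798), and App at 3335 CPM in Ts66Yah EC replicate 4 (others 3567 to 3690). Crb1, Ecel1, Adamts1 and App each stayed past the threshold when the library in which that gene stood apart was left out, as did Slc5a5 in the HIP without wt replicate 3. Slc5a5 was lost in 6 of the other 10 fits that left out one library.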

How the results depend on the processing

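The segment's median change kept its direction and its exact permutation p under 0.05 in both regions under all 5 alternatives and in all 11 fits that left out one library, from 0.567 to 0.598 over both regions. The number of triplicated genes called higher stayed within 1.5 times under every alternative run, from 47 to 69 in the HIP and from 35 to 58 in the EC. The interaction gave 0 calls in all fits, and the region calls in wt ranged from 7197 to 9562. The planned use of deposited normalized values per library for the medians was not run, because the deposited tables hold none per library.

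Calls outside the segment depended on the processing. With DESeq2 the HIP had 357 calls, 288 of them outside the segment, and the EC 107 and 49; all 109 HIP calls of edgeR and 49 of the 50 EC calls were among them. With all 22 libraries in one fit, the EC had 79 calls with 22 outside. Without a filter on low counts and with the GC correction the EC had 9 calls outside the segment in each case. The balance of directions among the HIP calls outside the segment was not stable: against 23 higher and 28 lower it was 29 and 22 with the GC correction, 111 and 177 with DESeq2, 19 and 15 with all 22 libraries in one fit, 24 and 67 without wt replicate 2, 16 and 9 without wt replicate 3 and 15 and 8 without Ts66Yah replicate 6. Leaving out one library gave from 76 to 148 calls in the HIP, from 23 to 91 HIP calls outside the segment and from 1 to 17 in the EC. In the EC the total stayed within 37 to 58. The cause of these differences was not tested.

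The replicate number does not pair wt with Ts66Yah animals within a region: deviations of same-numbered libraries correlated with r from 0.001 to 0.138 in the HIP and from 0.007 to 0.289 in the EC, and the animals are different. With the replicate block the HIP had 61 calls and 14 outside the segment, and with the GC correction added 64 and 15; the EC had 39 and 4. The block costs degrees of freedom, so the fall is not read as a weaker effect. With the range of animal numbers as a block, the HIP had 68 calls and 17 outside (12 higher and 5 lower), and the EC 3 outside. Where the pairing by animal is real, between HIP and EC, the block left the interaction at 0 calls and gave 9562 region calls in wt.

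The number of genes departing from 1.5-fold fell to 2 in the HIP and 0 in the EC with the replicate block and ranged from 3 to 7 in the HIP and from 1 to 3 in the EC when one library was left out. Study-named genes adjusted over the list alone numbered 8 in the HIP and 4 in the EC. Shared calls rose to 83 with DESeq2. Of the 46 shared edgeR calls, 2 lay outside the segment. The difference of the centromeric Mmu17 region changed sign in the HIP with protein-coding genes only (0.013, exact permutation p 0.528), and over the fits that left out one library it ranged from -0.012 to 0.017 in the HIP and from -0.037 to 0.020 in the EC, with no p under 0.05.

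The interferon list, with a median of 0.205 in the HIP and 0.286 in the EC, was not past the threshold with fry or with camera and an estimated correlation, which change the p-value only. In the HIP, leaving out one library gave medians from 0.163 to 0.330, the largest without wt replicate 5. In the EC they ranged from 0.067 to 0.378, and without Ts66Yah replicate 4 the list was not called. Among 21 results for single named genes, 76 of 441 alternatives were no longer past the threshold, and 0 changed direction. FCROS on genes with at least 1 CPM in at least 5 libraries called 855 genes in the HIP and 898 in the EC.

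Depth limits single genes of the segment: in the HIP, 1 of 21 with a mean under 1 CPM was called, against 50 of 59 with at least 10 CPM.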

Other observations

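The tests of reads shared with triplicated genes, GC content, low counts, animal haplotypes and choroid plexus were chosen after the results had been seen; the other splits of the animals were not. The calls tested for shared reads were divided into aligned and other calls, and the other calls of the EC were set to undecided, after their values had been seen.

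Other splits of the 11 animals into groups of 5 and 6 were drawn, 100 in all with the real one. Only the real split gave as many calls in the HIP (1 of 100), in the EC (1 of 100), outside the segment in the HIP (1 of 100), inside it in either region (1 of 100 each), among the study-named genes (1 of 100 in each region) and shared by both regions (1 of 100). Regrouping removes the dosage difference, so this outcome was largely fixed in advance for calls inside the segment. The segment held 45 of the 50 EC calls, 44 of the 46 shared calls and most study-named calls. For these counts the splits add little beyond the dosage itself. For calls outside the segment in the EC, 2 of 100 splits gave as many. The other 99 splits gave at most 6 calls in the HIP and 15 in the EC. As the interaction had 0 calls, all 100 of 100 splits gave as many. Of 84 drawn splits of the 10 wt libraries, 1 gave as many calls as the regions; among the 16 splits that part the HIP from the EC of every animal, the other 15 gave 0 calls. Other splits were not used for departure from 1.5-fold, since regrouping removes the dosage difference itself.

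The FCROS rule called about as many genes for any grouping of the animals. In 99 of 100 splits FCROS called as many genes in the HIP as the 1902 of the real split, and in 58 of 100 as many in the EC as the 2221; the median of the other splits was 2239 in the HIP and 2257 in the EC. As many genes as the 418 shared by both regions were shared in 36 of 100 splits, with a median of 398 in the others. Of the called genes in the authors' deposited table, 76.0% in the HIP and 67.9% in the EC had a mean under 10 normalized counts, against 49.0% of all genes in the DESeq2 tables. This is consistent with a rule that takes a near-constant share of genes from the tails of ranked fold changes, where low counts vary most. The number of FCROS calls and their overlap therefore do not separate the genotypes in these data, although single genes in the list, such as those of the segment, can still differ.

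The edgeR analysis gave 109 calls in the HIP and 50 in the EC. Those are lower than the values quoted from the study above. The number of calls shared by both regions was 46, or 40.7% of the 113 genes called in either. That count is lower than the value quoted from the study above, but the lists are shorter too, so it does not show a smaller overlap. Of the protein-coding segment genes tested, 4 of 85 in the HIP and 1 of 80 in the EC were below 1.5-fold past the threshold, and a further 26 and 35 were neither called higher nor departing from 1.5-fold. With or without these undecided genes the counts are lower than those of compensated genes quoted from the study above. They cover only the 85 and 80 tested genes of the segment's 135 protein-coding genes, whereas the study counted among all triplicated ones. Untested genes are left out here, so the lower counts do not show that fewer genes were compensated. Whether both count the same thing is not known.

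Part of the calls outside the segment may come from reads of triplicated genes. In the HIP, 3 of the 23 higher calls were processed pseudogenes whose transcripts align over their full length to a triplicated gene: Gm11966 to Atp5j (100% identity over 87 bases), Gm5436 to Atp5o (97.0% over 643 bases) and Gm8566 to Sod1 (97.8% over 465 bases). In the HIP, 14.3% of the 21 tested genes with such an alignment were called higher, against 0.109% of the others (Fisher's exact test, p 2.25e-06); the 21 as a group did not rise, with a median log2 fold change of -0.02. In the EC, 1 of the 3 higher calls was such a gene, Gm11966. The other 20 higher calls in the HIP had no sense-strand alignment of read length, 50 bases, to an annotated triplicated transcript. That argues against this explanation for them as far as the search went. Antisense, intronic and unannotated sequence was not searched. In the EC, 1 of the other 2 had none and 1, Alox8, had a partial one, which is too few to decide. A GC trend is argued against for most calls outside the segment, since 35 of 51 in the HIP and 4 of 5 in the EC were still called after the GC correction. The EC call that was lost was Gm11966. A biological effect of the trisomy on the remaining genes stays open, as do variants of the mixed background.

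Ccr6 and Tmem181a, in the centromeric Mmu17 region, differed between animals of one genotype in both regions. In the HIP, Ccr6 was at 0.0502 CPM in wt replicate 2 and 0 CPM in Ts66Yah replicate 5, at 1.06 in wt replicate 1, at 1.90 to 2.48 in wt replicates 3 to 5, and at 0.646 to 1.15 in the other Ts66Yah mice. In the EC the same 2 mice were at 0 CPM. Tmem181a ran the other way: in the HIP it was highest in the same 2 mice, at 18.7 and 17.5 CPM, and lowest in wt replicates 3 to 5, at 6.39 to 8.87 CPM. Tagap was lowest in the same 2 mice in both regions, at 0.652 and 0.319 CPM in the HIP. These steps look like 2, 1 or 0 copies of a haplotype, so strain haplotypes that differ between the animals are a candidate explanation for the lower mean of Ccr6 in Ts66Yah. A test over the region did not decide: the median correlation between HIP and EC deviations over the 11 animals was 0.361 for its 44 genes, against 0.272 for expression-matched random lists, and 11.1% of 10000 such lists reached it. Haplotype and trisomy cannot be told apart for these genes, because there are only 11 animals and no genotypes of the region were used here. Across the genome, 309 of 19070 genes (1.62%) had such a correlation over 0.9. In the region 2 of the 44 genes (4.5%) did, Ccr6 and Tmem181a. These are the genes described above, so the region's share is not independent evidence.

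The choroid plexus list was far lower in wt HIP replicate 4 than in the other wt HIP libraries, with a mean log2 difference of -2.68. All 16 of its genes, Ttr among them at 82.2 CPM against 1097 to 3201 CPM, were lowest in this library. That is consistent with varying amounts of choroid plexus carried along in dissection; 2 genes of the list lie in the triplicated segment, and 7 of the 16 are at 1 CPM or more in the EC. No biological explanation was tested.

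Rn7sk, an abundant RNA without a poly(A) tail, was at 8.86 to 20.2 CPM in the EC and 9.78 to 18.1 CPM in the HIP. The 10 RNAs of a list without poly(A) tails summed to 9.63 to 22.1 CPM per library and 10 replication-dependent histone genes to 11.0 to 43.5 CPM.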
